A study of Homo sapiens with 6 samples. Its data were reported in "DAXX drives de novo lipogenesis and contributes to tumorigenesis" (2023).

How the data were processed

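MDA-MB-231 is an established human triple-negative breast cancer cell line. Lentiviral particles delivered either a scrambled short hairpin RNA (shControl) or a hairpin against DAXX (shDAXX), and stably transduced cells were selected with 2 µg/ml puromycin. DAXX is a chaperone of the histone variant H3.3 and a SUMO-binding transcription regulator. Cells were cultured for 24 hours, and total RNA (200 ng per sample) was converted to biotinylated cRNA and hybridized to 1-colour Affymetrix human transcriptome arrays, 1 array per sample. Groups and replicate numbers were taken from the sample titles, which give 3 shControl and 3 shDAXX cultures. The paper names medium with serum or without serum for its array experiments, and the titles do not say which applied here. The submitters describe the replicates as biological.

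The deposited values are log2 RMA signals, 1 per transcript cluster or control probe set. The authors made them from the array image intensities with RMA, a method that corrects background, normalizes between arrays and summarizes the probes of a cluster, and the submitters' processing notes name Affymetrix Expression Console. No source used here gives its version. The log base was not stated and was taken from the values, which ran from 1.88 to 19.52 with array medians of 4.96 to 5.07. The study describes a batch correction for arrays collected at different times, and whether it was applied to these 6 arrays is not given in the sources used here. If it was, the spread within groups could be smaller than that of uncorrected values. RMA shrinks differences near background, so fold changes of dim genes are understated.

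The table held 70523 rows. Of these, 67528 were transcript clusters, and the other 2995 rows, controls among them, were left out. In the probe annotation used here, 23781 clusters had 1 gene symbol, 1543 had several and 42204 were not paired with a symbol. Clusters with 1 symbol were matched by gene ID to the RefSeq gene table of assembly GRCh38.p14. The match covered 21497 clusters and changed 0 symbols, and for the other 2284 the symbol was kept as given. For the 479 genes with more than 1 cluster, the cluster with the highest mean over all arrays was used. This left 22465 genes, 16838 of them protein-coding. Genes with no row of their own were not analysed here. The array's own genome build is not given in the sources used here, so no coordinates are printed and the gene table served only for names and gene order.

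shDAXX was compared with shControl in limma 3.58.1 under R 4.3.3 (lmFit and eBayes, no covariates, two-sided) on the deposited log2 values, with Benjamini-Hochberg adjustment over the 22465 genes and a threshold of 0.05 on the adjusted p. Fold changes are shDAXX minus shControl on the log2 scale, given with their moderated standard error (SE). Levels are means ± SD over 3 arrays. Before the data were examined, 19 gene lists with 333 members were written from general knowledge, and 297 of the members were measured. Each list was tested with limma's camera at a preset correlation between genes of 0.01, adjusted over the 19 lists. Camera with an estimated correlation, fry (which asks whether a list's genes move one way on balance) and pre-ranked GSEA (fgsea 1.28.0) were alternatives.

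Genes to be named were fixed beforehand by a rule. It took DAXX, the 10 largest rises and 10 largest falls among called genes with no overlap between the groups and a signal above the table's median row mean of 4.99 in the higher group, up to 2 called members per direction of each list (or the 2 with the smallest p where none was called), and 10 SREBP pathway genes, of which 8 were measured. A gene named outside that rule is said to be chosen after its values were seen, or is an example from a fixed list.

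The fit was tested on simulated tables of 22465 genes, in 5 runs with 200 changed genes each. They had the measured shControl means, and the measured residual spreads were dealt to genes at random. It recovered 20.0% of genes changed 1.3-fold, 51.2% at 1.5-fold, 85.6% at 2-fold and 95.6% at 4-fold, and 4.38% of its calls were unchanged genes. Smaller changes were therefore often missed in the simulation with 3 arrays per group. The data had 2224 called genes, and the adjusted threshold depends on how many genes change. These shares therefore need not hold for the data. Camera at the preset correlation gave p under 0.05 for 2.1% of simulated unchanged lists, whose genes were independent. Correlations between arrays over the tested genes were 0.996 to 0.997 within groups and 0.991 to 0.992 between groups, and 0 pairs of arrays were identical. The number of arrays limits the precision.

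Alternatives fixed beforehand were a filter on dim genes, every transcript cluster, the mean of a gene's clusters, quantile normalization, equal array medians, the replicate number as a block, eBayes with trend and robust, array weights, the methods' t-test, a minimum fold change of 1.3, and leaving out each array. The methods' t-test is the unpaired two-tailed test that the paper gives as its general default. The paper states no gene-wise test for the arrays, and the Benjamini-Hochberg adjustment was added here. Leaving out genes in stretches of shifted neighbours was added after the data were seen. Stretches were found in 14126 genes with a place in the gene table and a mean signal above the table's median, from running medians over 25 neighbouring genes beyond 0.3 in size, set against 1000 shuffles of gene order.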

Results

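To find which transcripts depend on DAXX in triple-negative breast cancer cells, RNA from MDA-MB-231 cells with a DAXX hairpin (shDAXX) or a scrambled hairpin (shControl) was profiled on 6 transcriptome arrays, 3 per group. Array medians ran from 4.96 to 5.07 on the log2 scale. The first principal component held 53.9% of the variance and separated the groups.

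DAXX itself was lower in every shDAXX array. Its signal was 7.47 ± 0.032 in shControl and 6.66 ± 0.042 in shDAXX (log2, SD, n = 3), a log2 fold change of -0.81 (SE 0.060, limma adjusted p = 4.9e-04), or 1.75-fold. An array signal is compressed at low levels, so this need not equal the loss of transcript.

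In shDAXX cells, camera at the preset correlation called the sterol and fatty acid synthesis lists lower and the inflammatory cytokine, interferon-stimulated and class I presentation lists higher, and with an estimated correlation it called none of them. SCD, the stearoyl-CoA desaturase that makes monounsaturated fatty acids, had the largest fall, from 15.61 ± 0.064 to 10.55 ± 0.11 (33.4-fold). The complement component C3 had the largest rise, from 6.25 ± 0.076 to 13.46 ± 0.16 (147-fold). In all, limma called 967 genes higher and 1257 lower in shDAXX among 22465 tested (9.90%), and 5310 had an unadjusted p under 0.05. Of the called genes, 80 rose and 140 fell by over 2-fold, and 17 rose and 18 fell by over 4-fold. The groups did not overlap for 28.7% of genes, where chance gives 10%.

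After C3, the largest rises were in 3 chemokines. CXCL8 rose by 5.16 (SE 0.085), CCL2 by 5.02 (SE 0.14) and CXCL1 by 4.61 (SE 0.13), all secreted chemoattractants of leukocytes. The adhesion molecule ICAM1 rose by 3.54, the MHC class II chain HLA-DRB1 by 3.18, the tryptophan-degrading enzyme KYNU by 3.16, the lysosomal protease CTSS by 3.07, the metalloprotease ADAMTS9 by 3.01 and the interferon-induced IFI27 by 2.90 (limma adjusted p at most 4.9e-04 for each). HLA-DRB1 and CXCL1 have close paralogs whose transcripts the probes may share.

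After SCD, the largest falls were those of INSIG1, the sterol-sensing retention factor of the SREBP precursors (-3.56, SE 0.11), the organic anion transporter SLCO4C1 (-3.49), the receptor CD96 (-3.37), the sterol methyl oxidase MSMO1 (-3.08), VAT1L (-2.91), HMGCS1, which makes HMG-CoA (-2.82), the GABA receptor subunit GABRA3 (-2.67), the long noncoding RNA LINC02582 (-2.63) and TMEM154 (-2.56). Their limma adjusted p was at most 1.1e-04.

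**Figure D1:**
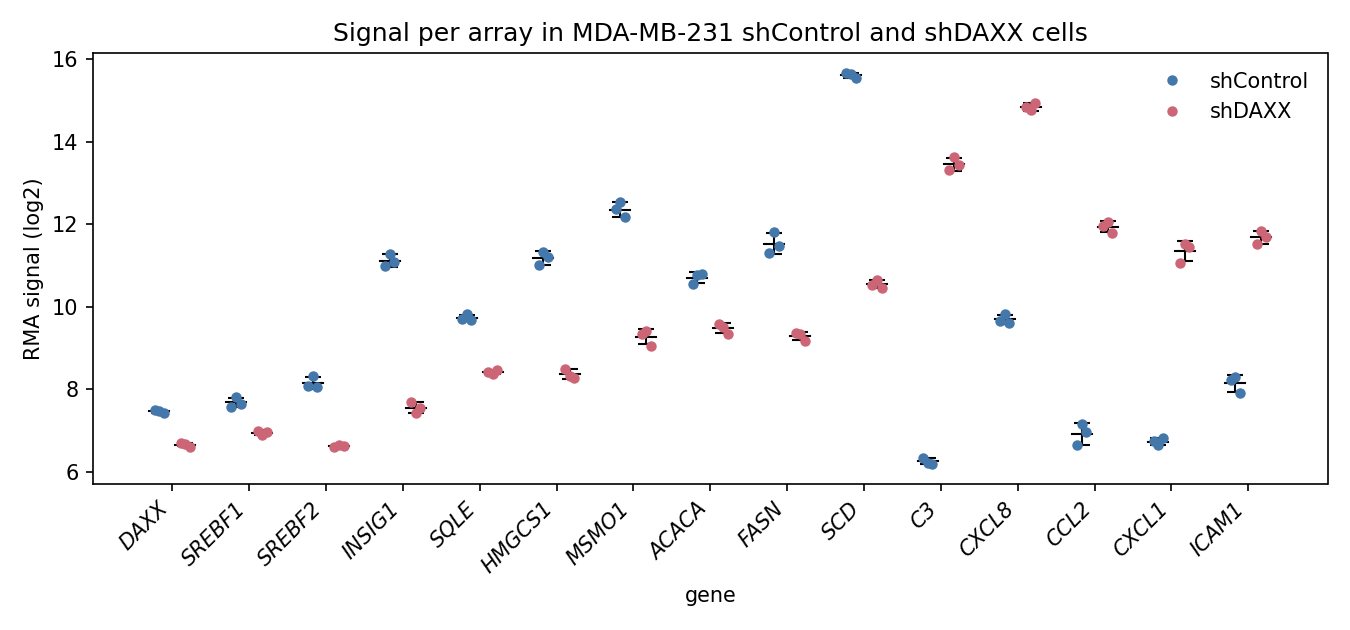
RMA signal (log2, vertical axis) of 15 genes (horizontal axis) on each of the 3 shControl and 3 shDAXX arrays, with the group mean (long bar) and SD (whiskers). SCD falls from 15.61 to 10.55 and C3 rises from 6.25 to 13.46, while DAXX moves from 7.47 to 6.66.

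The counts depend on the number of arrays and on the scaling. Without shControl replicates 1, 2 and 3 in turn, 550, 609 and 515 genes were higher and 810, 722 and 857 lower, and without shDAXX replicates 1, 2 and 3, 601, 574 and 561 were higher and 766, 850 and 736 lower. Among called genes, 56.5% were lower with the deposited values and 44.7% after quantile normalization, so that the larger direction of change depends on the scaling.

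Cholesterol synthesis genes fell nearly throughout the pathway. Of 17 measured members, 14 fell and 0 rose (16 fell when adjusted over the list alone), with a median log2 fold change of -1.12. Besides HMGCS1 and MSMO1, SQLE, the squalene epoxidase (-1.31, SE 0.068), DHCR7 (-1.97), CYP51A1 (-1.79) and SC5D (-1.26) fell. PMVK (-0.07), TM7SF2 (-0.30) and MVK (-0.35) did not pass the test. The camera adjusted p of the list was 3.4e-20, and the adjusted p = 0.088 with an estimated correlation.

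Fatty acid synthesis genes fell as well, in 12 of 15 measured members with 0 higher, both over all genes and adjusted over the list alone (median -0.61). FASN, the fatty acid synthase (-2.24, SE 0.13), ACACA, which makes malonyl-CoA (-1.23, SE 0.097), the citrate lyase ACLY (-1.28) and the desaturase FADS2 (-1.46) fell. ACACA and ACLY lie in a stretch of lowered neighbours described last. ELOVL6 (-0.05), ACACB (0.03) and THRSP (0.06) did not pass. The camera adjusted p was 2.5e-12, and the adjusted p = 0.088 with an estimated correlation.

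The transcription factors that drive both pathways were lower too. SREBF2 (-1.53, SE 0.083) and SREBF1 (-0.73, SE 0.080) fell, within a list of 11 measured SREBP pathway and sterol uptake genes of which 7 fell and 0 rose (7 lower and 2 higher when adjusted over the list alone). STARD4, a sterol carrier (-2.16), LPIN1 (-1.32), NPC1 (-0.86) and TMEM97 (-0.73) fell. SCAP, the escort of the SREBP precursors (0.19), and their proteases MBTPS1 (0.29) and MBTPS2 (-0.10) did not pass. The median was -0.73, the camera adjusted p 9.8e-06, and the adjusted p = 0.198 with an estimated correlation.

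Other branches of lipid metabolism moved in both directions. Of 18 glycerolipid and phospholipid genes, 3 rose and 3 fell (5 and 4 adjusted over the list alone), with the phosphatidylserine synthases PTDSS1 (0.75) and PTDSS2 (0.70) higher and LPIN2 (-0.85) and PCYT2 (-0.76), which makes CDP-ethanolamine, lower. Their camera adjusted p was 0.495. In fatty acid oxidation 3 of 21 genes rose and 0 fell (5 and 1 adjusted over the list alone), among them CPT1A, which commits fatty acids to mitochondrial import (0.99), and the thiolase ACAA2 (0.79). That list had a camera adjusted p of 0.168, and of 0.038 after quantile normalization and 0.034 without shControl replicate 2.

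Of 9 LXR target genes, 1 rose and 2 fell (1 and 3 adjusted over the list alone). The phospholipid transfer protein gene PLTP rose by 0.89, while the phospholipid remodelling enzyme gene LPCAT3 (-1.99) and the cholesterol exporter gene ABCA1 (-1.17) fell. The list's median was -0.09 and its camera adjusted p 0.034 (lower). The adjusted p = 0.173 with an estimated correlation. The call was also lost without shControl replicate 1 (0.066), shDAXX replicate 2 (0.057) or shDAXX replicate 3 (0.051), with the dim filter (0.112), by pre-ranked GSEA (0.069), and without genes in the stretches of shifted neighbours described last (0.226).

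NF-kB and inflammatory cytokine genes rose in 18 of 21 measured members and 1 fell, both over all genes and adjusted over the list alone (median 1.61). Besides the chemokines above, IL6 rose by 2.05, IL1B by 1.61, CCL20 by 2.19 and PTGS2, the inducible cyclooxygenase, by 1.33. The feedback inhibitors NFKBIA and TNFAIP3 rose by 1.91 and 2.06. The cytokine gene LIF fell (-0.74), a call lost without any 1 array but shDAXX replicate 1 (adjusted p 0.054 to 0.072), while TNF (-0.15) and CCL5 (-0.13) did not pass. The camera adjusted p was 3.4e-20, and the adjusted p = 0.088 with an estimated correlation.

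Some interferon-stimulated and MHC class I genes rose. Of 25 interferon-stimulated genes, 9 rose and 2 fell (12 and 2 adjusted over the list alone, median 0.24), with XAF1 higher by 0.76 after IFI27, MX1 by 0.49 and the RNA sensor OAS1 lower (-0.45). XAF1 lost its call by the methods' t-test after adjustment (0.053) and OAS1 over every transcript cluster (0.052). ISG15 (0.16) and IFIH1 (0.02) did not pass. The camera adjusted p was 8.4e-05, and the adjusted p = 0.088 with an estimated correlation. Of 16 class I presentation genes, 5 rose and 0 fell (9 and 0 adjusted over the list alone, median 0.26), among them HLA-B (0.67), HLA-C (0.49, a call lost over every transcript cluster, adjusted p 0.051) and the peptide-trimming protease ERAP1 (0.45). Their camera adjusted p was 9.8e-06, and the adjusted p = 0.139 with an estimated correlation.

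Markers of other cell types had few calls beside these immune genes. Of 11 leukocyte markers 0 rose and 2 fell (also adjusted over the list alone, median -0.01, camera adjusted p 0.495), and of 11 fibroblast and endothelial markers 1 rose and 0 fell (also adjusted over the list alone, median -0.003, adjusted p 0.885). The leukocyte transcripts CD3E, MS4A1 and CSF1R had signals of 5.28, 4.39 and 4.76 in shDAXX, against a table median of 4.99. The members called were PTPRC (-0.29), CD68 (-0.36), which cancer cell lines also express, and CDH5 (0.37). PTPRC and CD68 lost their calls without any 1 of the 6 arrays (adjusted p 0.066 to 0.087 and 0.059 to 0.117), and CDH5 without any but shDAXX replicate 1 (0.072 to 0.108).

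**Figure D2:**
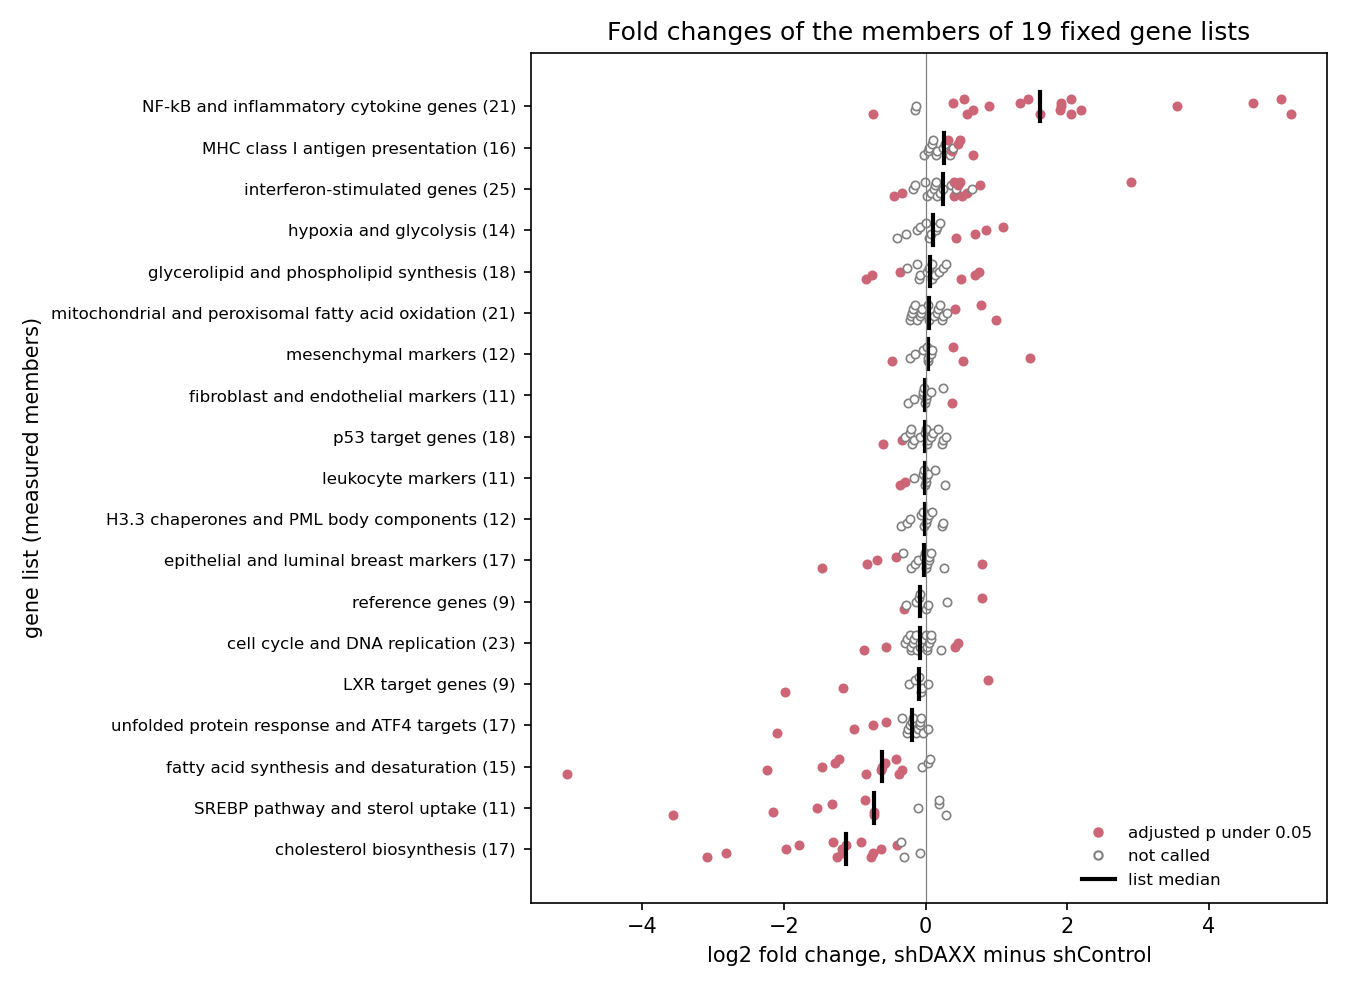
Log2 fold change (shDAXX minus shControl, horizontal axis) of each measured member of the 19 gene lists (vertical axis), filled where limma's adjusted p was under 0.05, with the list median as a bar. The cholesterol, SREBP and fatty acid lists have medians of -1.12, -0.73 and -0.61, and the NF-kB list one of 1.61.

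Unfolded protein response and ATF4 target genes were lower as a list, with 4 of 17 members down and 0 up (6 and 0 adjusted over the list alone, median -0.19). SLC7A11, the cystine importer (-2.10, SE 0.15), CHAC1, which degrades glutathione (-1.02, a call lost by the methods' t-test after adjustment, 0.055), ASNS (-0.75) and HERPUD1 (-0.56) fell, while ATF4 (-0.18) and the chaperone HSPA5 (-0.13) did not pass. The camera adjusted p was 2.0e-05, and the adjusted p = 0.173 with an estimated correlation. In the hypoxia and glycolysis list 4 of 14 genes rose and 0 fell (5 and 2 adjusted over the list alone, median 0.11), with the mitophagy receptor BNIP3 higher by 1.09 and the vasodilator peptide gene ADM by 0.85, while VEGFA (0.05) and LDHA (0.16) did not pass. That camera adjusted p of 0.0497 became an adjusted p = 0.567 with an estimated correlation, and the call was lost without shControl replicate 1 (0.128), shControl replicate 3 (0.096), shDAXX replicate 2 (0.126) or shDAXX replicate 3 (0.066), with the dim filter (0.0595), with trend and robust (0.051), by pre-ranked GSEA (0.054), and without genes in the stretches of shifted neighbours (0.060).

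In the main fit camera called no list of proliferation or lineage genes. Of 23 cell cycle genes 2 rose and 2 fell (also adjusted over the list alone), MCM4 (0.46) and RRM2 (0.41, a call lost over every transcript cluster, adjusted p 0.063) upwards and FOXM1 (-0.87) and TOP2A (-0.55) downwards, with a camera adjusted p of 0.114, which was 0.028 without shControl replicate 3 and 0.034 without shDAXX replicate 2. FOXM1 and TOP2A, like the keratin gene KRT19, lie in stretches of lowered neighbours. Of 18 p53 targets 0 rose and 2 fell (also adjusted over the list alone), CCNG1 (-0.60) and MDM2 (-0.33), with CDKN1A at -0.08 and an adjusted p of 0.495. MDM2 lost its call without any 1 array but shDAXX replicate 2 (0.054 to 0.098). Of 12 mesenchymal markers 3 rose and 1 fell (3 and 2 adjusted over the list alone), TGFBI (1.47), SNAI2 (0.53), CD44 (0.39) and the receptor kinase AXL (-0.47), with a camera adjusted p of 0.373 and a fry adjusted p of 0.0061 (higher). SNAI2 lost its call without shControl replicate 3 or any 1 shDAXX array (0.064 to 0.091). Among 17 epithelial and luminal markers 1 rose and 4 fell (2 and 5 adjusted over the list alone), with the keratins KRT19 (-1.46), KRT8 (-0.83) and KRT18 (-0.42) lower and CLDN7 higher (0.79), a call lost without any 1 shControl array or shDAXX replicate 1 (0.070 to 0.085). That list had a camera adjusted p of 0.106, and of 0.047 over every transcript cluster and 0.043 without shControl replicate 2, and a fry adjusted p of 0.0063 (lower).

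The list of H3.3 chaperone and PML body genes had no calls in the main fit. Of 12 H3.3 chaperone and PML body genes 0 rose and 0 fell by limma, also adjusted over the list alone, 0 were called by the methods' test after adjustment, and 4 had an unadjusted p under 0.05. The smallest p belonged to ASF1A (-0.35, adjusted p = 0.060) and CABIN1 (-0.27, adjusted p = 0.095), while ATRX (0.02) and PML (0.05) stayed near 0. ASF1A passed with the dim filter (0.030), after quantile normalization (0.044) and with trend and robust (0.036). Of 9 reference genes the transferrin receptor TFRC rose (0.80) and GAPDH fell (-0.30), while ACTB (-0.13) and YWHAZ (-0.08) did not pass (2 rose and 2 fell adjusted over the list alone). GAPDH was not called after quantile normalization (-0.23), with equal array medians (-0.32) or without any 1 of the 6 arrays (adjusted p 0.057 to 0.104). This list's median was -0.08, its mean 0.03 and its camera adjusted p 0.819.

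Fold changes were also shared by neighbouring genes. Along the chromosomes, 7 stretches of neighbours had running medians beyond 0.3, 5 of them lower and 2 higher in shDAXX. Each is named by its first and last protein-coding genes, and genes of other classes at its ends are counted. The longest, from IQSEC3 to CPNE8, held 200 genes, of which 123 were called lower and 5 higher, with a median of -0.54. The 539 placed genes of the same chromosome outside every stretch had a median of 0.007. A stretch of 83 genes from MRM1 to NKIRAS2 had a median of -0.28, with 28 genes called lower and 1 higher. The stretches held 435 genes and 10.1% of the called genes with a place. They include LPCAT3, FOXM1 and GAPDH in the longest, ACACA, ACLY, TOP2A, KRT19 and the risen CSF3 in the one from MRM1 to NKIRAS2, TMEM97 in the one from WSB1 to TP53I13, and none of the measured cholesterol synthesis genes. Without the genes of these stretches, limma called 896 genes higher and 1002 lower.

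**Figure D3:**
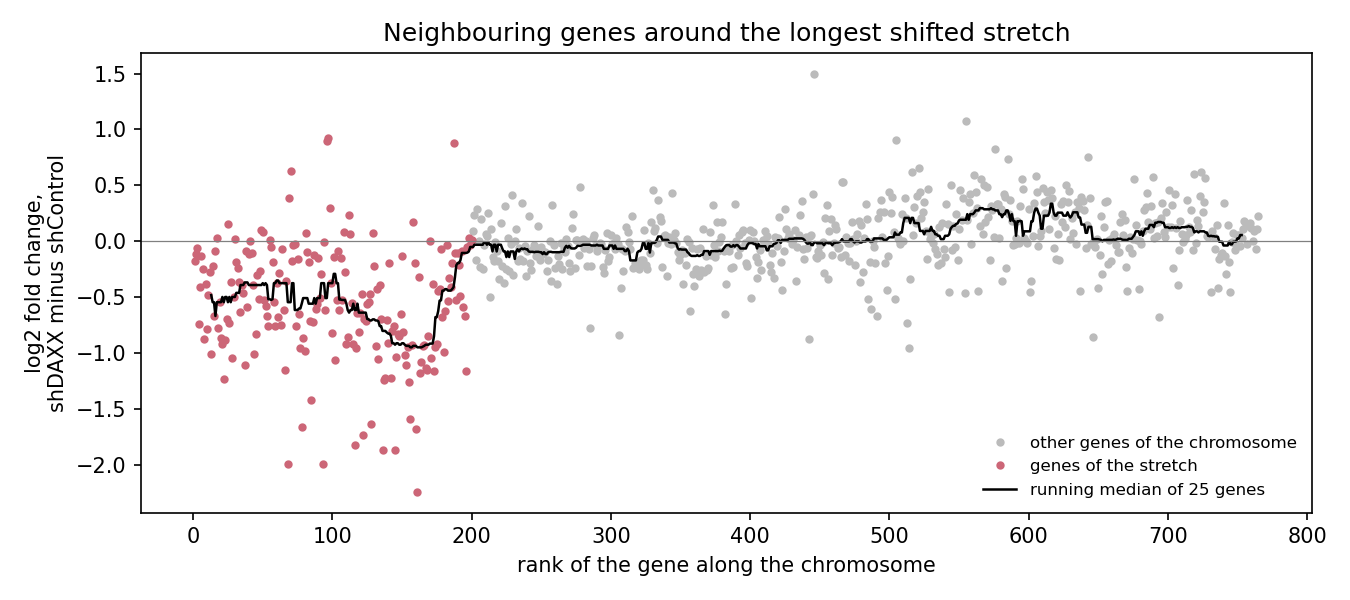
Log2 fold change (shDAXX minus shControl, vertical axis) of 765 genes in their order along 1 chromosome (horizontal axis), genes of the stretch in red and others in grey, with the running median over 25 genes as a line. The 200 genes of the stretch from IQSEC3 to CPNE8 have a median of -0.54, and the 539 genes outside every stretch one of 0.007.

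Of the 19 lists, camera called 9 at the preset correlation (4 higher, 5 lower) and 0 with an estimated correlation, where 5 had an unadjusted p under 0.05. Fry called 11 and pre-ranked GSEA 7.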

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

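The tests of a sterol excess, of cells of another type, of the order of neighbouring genes and of copy number within a stretch or on the lipid genes were chosen after the results were seen, and the others before. No gap test for outlying values was run on groups of 3 arrays, and each array was left out in turn instead.

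Transcript clusters that the annotation does not pair with a gene also changed. In a fit of all 67528 clusters, limma called 175 unnamed clusters higher in shDAXX and 364 lower, 1.28% of the 42204, against 3.60% of clusters with 1 symbol. Clusters with several gene symbols were higher in 17 cases and lower in 28. Chosen after their values were seen, TC15002016.hg.1 rose from 7.70 ± 0.23 to 13.73 ± 0.085 and TC04002067.hg.1 from 11.39 ± 0.40 to 16.46 ± 0.047, while TC17002115.hg.1 fell from 10.21 ± 0.44 to 6.12 ± 0.12 and TC10002246.hg.1 from 12.71 ± 0.11 to 9.38 ± 0.25 (SD, n = 3, limma adjusted p at most 4.5e-04).

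The joint fall of the 32 measured sterol and fatty acid synthesis genes (median -0.80) was set against 5 explanations. Normalization would have to remove it, and the cholesterol list's median was -1.07 where another normalization moved it most towards 0. The alternatives rescaled values that RMA had already normalized, so the normalization within RMA was not tested. Of 10000 random lists matched on mean signal, 0% had a median as low, and the median without any 1 array was -0.75 or lower. These values argue against signal level and a single array as the cause. The 30 members outside the shifted stretches had a median of -0.75, so the fall did not rest on members inside them. Effects of genes in the stretches on genes elsewhere were not tested, nor were copy number changes too short to be found as a stretch. Copy number therefore stays open as a cause. An excess of sterols that suppresses SREBP and activates LXR would raise LXR target genes, of which 1 of 9 was called higher. From these arrays alone, a link to DAXX is left as a hypothesis. Off-target effects of the 1 hairpin and differences between the selected cell populations stay open and were not tested here. The paper reports other evidence for the link, from samples not analysed here. There, overexpressed or induced wild-type DAXX raised lipogenic gene expression, and a mutant defective in SUMO binding did not activate the pathway. DAXX depletion by CRISPR also lowered lipid production in the paper. From public expression data the paper also reads a role of DAXX in promoting this pathway. Those data include DAXX knockdown in PC3 cells and Daxx knockout in mouse embryonic stem cells.

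Higher inflammatory genes were the opposite pattern. Leukocytes or stromal cells in the shDAXX cultures would raise their own markers. For 4 such cell types the highest median log2 fold change was 0.098, that of 4 endothelial markers, with -0.013 for myeloid cells. The 95% bootstrap interval of the endothelial median was -0.25 to 0.37. It resampled markers and not arrays, so it gives no spread between cultures. The marker values leave admixed cells open, since only 5 of the 22 markers lay above the median signal of tested genes. In addition HLA-DRA, CD74 and CTSS, which antigen-presenting leukocytes also express, rose by 2.61, 0.91 and 3.07. Of 10000 random lists matched on mean signal, 0% had a median as high, and without any 1 array the NF-kB list's median was 1.5 or higher. Induction by DAXX loss, by the hairpin or vector, or by a difference in culture between the lines stays open, since 1 hairpin and 1 control line were compared.

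Neighbouring genes that shift together are what a difference in copy number between the 2 stable lines may look like in RNA. There were 230 runs of 25 neighbours beyond 0.3, against 6 at most in 1000 shuffles of gene order. With the longest stretch found in every other gene and measured in the genes between them, 93.3% of 119 brighter genes were lower in shDAXX, against 52.1% of such genes outside all stretches, with quartiles of -1.01 and -0.49, and the arrays had medians of -0.82, -0.74 and -0.77 in shDAXX and -0.05 to 0.04 in shControl. A loss of this stretch in the shDAXX population is a candidate explanation that these values fit, but DNA was not measured, and a regional change of chromatin cannot be excluded. For the broad change as a whole the test decided nothing, since the stretches held 10.1% of the called genes, between the bounds of 10% and 50% set beforehand, so that copy number and DAXX loss cannot be told apart for the genes inside them.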

How the results depend on the processing

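Leaving out the genes in shifted stretches was chosen after the data were seen, and the other alternatives before. Over 21 alternatives no result changed direction while called, and DAXX stayed called in each that gave it a test. The count of higher genes, 967, was 537 over every transcript cluster, 616 with equal array medians and 606 with the replicate block. The count of lower genes, 1257, was 811 by the methods' t-test after Benjamini-Hochberg. Leaving out 1 array at a time gave 515 to 609 higher and 722 to 857 lower, with fewer arrays as part of the construction. With an estimated correlation 0 lists were called, and the medians of -1.12 (cholesterol), -0.61 (fatty acid) and -0.73 (SREBP) no longer passed. The size of the correlation alone does not account for every lost call. The estimate was 0.012 for the interferon-stimulated list and -0.032 for the LXR list, against the preset 0.01. Their camera adjusted p still went from 8.4e-05 to 0.088 and from 0.034 to 0.173. The cause of the differences between settings was not tested. The methods' threshold, an unadjusted p of 0.05 with a fold of 1.3, gave 734 higher and 1034 lower.

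Same-numbered arrays deviated from their group means with correlations of -0.17, 0.31 and 0.08, and not every array correlated best with its own number, so the numbers were not taken as pairs. The second principal component (14.6% of the variance) went the other way, with scores of 4.48, -15.4 and 13.6 for shControl 1 to 3 and 4.51, -15.2 and 8.01 for shDAXX, as a hint of something shared by number. The replicate block gave 606 higher and 868 lower genes, and the LXR (adjusted p 0.065) and hypoxia (0.072) lists and USP18 (0.052), MDM2 (0.068), SNAI2 (0.081), CD68 (0.087), PTPRC (0.078), CDH5 (0.095) and GAPDH (0.087) no longer passed.

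Calls close to the threshold were lost most often. USP18, LIF, MDM2, SNAI2, CLDN7, CD68, PTPRC, CDH5 and GAPDH each lost theirs without 4 to 6 of the single arrays in turn, with adjusted p values up to 0.117, and over every transcript cluster (up to 0.166).

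Other splits of the 6 arrays number 10 with the real one, too few for a share under 0.05. In 1 of the 10, the real split, 967 genes were higher and 1257 lower, and the highest count in any other split was 0 by limma (1379 genes at an unadjusted p under 0.05, against 5310). Every other split mixes shControl and shDAXX arrays, so the difference between the groups adds to its spread. Its count of 0 is therefore no reference for the real counts. For lists called, 1 of 10 splits reached the real count of 9. Each other split called 1 to 6 lists at the preset correlation, although limma called 0 genes in it. Each of these splits mixes the groups unevenly and so keeps part of the difference between them. Their list calls therefore do not tell whether that setting calls unchanged lists. Signal near background limits dim genes, since 14291 of the 22465 tested lay above the table's median signal.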

Other observations

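The lists below and the genes named from them were chosen after the data were seen, and 6 such lists were tested together.

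MHC class II genes rose as a group in the shDAXX cultures, for which admixed cells were left open above. Of 14 measured members 11 rose and 0 fell (median 0.70, camera adjusted p 8.2e-11, and adjusted p = 0.037 with an estimated correlation). The transactivator CIITA rose by 0.57, the invariant chain CD74 by 0.91, HLA-DRA by 2.61 and HLA-DPA1 by 1.44, while HLA-DQA1 (-0.11) and HLA-DOA (-0.003) did not pass, and probes of the HLA-DRB genes may share transcripts. Of 16 complement genes 4 rose and 0 fell (median 0.14, camera adjusted p 1.8e-04, and adjusted p = 0.041 with an estimated correlation), namely C3, CFB (1.65), C1R (0.63) and C1S (0.38). C1R and C1S rose although they lie inside the lowered stretch from IQSEC3 to CPNE8. HLA-DRB1, CTSS and C3 had prompted both lists, so their tests are not independent evidence.

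Cytosolic ribosomal protein genes were called lower as a list at the preset correlation only, with 5 of 54 lower and 0 higher (median -0.14, or -0.085 after quantile normalization, camera adjusted p 4.6e-05, and adjusted p = 0.601 with an estimated correlation). Replication-dependent histone genes had 1 of 24 lower and 0 higher (median -0.25, or -0.19 after quantile normalization, camera adjusted p 0.0077, and adjusted p = 0.601 with an estimated correlation). Oxidative phosphorylation genes (2 of 86 higher, 4 lower, adjusted p 0.899) and glutathione and NRF2 target genes (1 of 14 higher, 5 lower, adjusted p 0.451) were not called. In the latter list SLC7A11 fell, while NQO1 (-0.007) and HMOX1 (0.003) did not pass.

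Of the RNA classes, 11.9% of protein-coding genes, 3.15% of long noncoding RNAs, 2.62% of microRNA genes and 6.17% of small nucleolar RNAs were called. Of the 227 small nucleolar RNAs, 12 were lower and 2 higher, and 6 of the 12 lie in stretches of shifted neighbours, so their fall is not independent of those stretches. The groups overlapped in the mean signal of the background probes (4.08 to 4.21 in shControl, 4.14 to 4.32 in shDAXX) and of the poly-A controls (7.55 to 8.11 and 7.60 to 7.79).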
